A study of Arabidopsis thaliana with 14 samples. Its data were reported in "Histone H3 lysine 36 methylation affects temperature-induced alternative splicing and flowering in plants" (2017).

How the data were processed

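Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done on Arabidopsis thaliana Col-0 shoot tissue enriched for the shoot apical meristem. Plants grew for 5 weeks at 16 °C in days of 8 h light and 16 h dark and were collected at 16 °C or 1 day after a move to 25 °C. An antibody against H3K36me3, histone H3 trimethylated at lysine 36, was used on 4 samples per temperature, and an antibody against total H3 on 3 samples per temperature, with 0.5 g of tissue per sample. The label of replicate A for H3K36me3 at 25 °C names the H3 antibody, whereas its title names H3K36me3, and its values could not be looked at separately.

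The authors mapped the reads to TAIR10. Bowtie2 is named in the submitters' processing notes and Bowtie in the study's methods, with no version. Regions were called by the authors with the Dpeak function of DANPOS2, with reads extended to 150 bp, and the replicates of a temperature were pooled into 1 list. Whether the H3 libraries served as background is not given in the sources used here. In each deposited list a region has a start, an end, a height, which is the highest read coverage in the region (a signal), and the −log10 of the p-value of that height. In each list the region with the lowest −log10 p gives a Poisson mean of 107.2, solved from that 1 region. Both lists were therefore taken to be on 1 scale, organelles included. The lowest height was 179.4 at 16 °C and 179.3 at 25 °C.

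Since the lists are pooled, no value per replicate was at hand, no test across replicates was possible, and read depth per sample is unknown. Differences between the temperatures therefore have no replicate check. Heights are the authors' own values and served to rank or filter regions within a list. Between the lists, only the lowest heights and the heights of paired regions were compared. Shares have Wilson 95% intervals, which cover counting error only, and genes are not independent replicates. Coordinates are as deposited, in steps of 10 bp on TAIR10.

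Gene models came from the RefSeq annotation of TAIR10.1, whose 5 nuclear chromosomes have the lengths of TAIR10. There were 27444 nuclear protein-coding genes, of which 19672 overlapped no other annotated gene. A gene was called marked when a region overlapped its body by at least 1 bp, and the covered percent is the share of the gene body lying inside regions. Overlap of the lists was set beside 100 random placements of the other list within its chromosomes. One-to-one pairs are regions that overlap only each other. Profiles give the share of genes with a region in each 100 bp bin from -1500 to 1500 bp around the gene start or end.

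The 5′ and 3′ UTRs were taken for each transcript relative to its own coding sequence, and a base that is coding in any transcript counted as coding sequence. Differentially spliced (DiS) genes and differentially expressed genes (DEGs) are lists the study made by RNA-seq of plants given the same temperature change, and only their membership was used. The DiS list holds genes with an event at any time point after the change, 310 of them with an event at day 1, whereas the DEGs are those of day 1, the time of the ChIP-seq. Of 510 DiS genes, 482 matched a nuclear protein-coding gene, as did 1245 of 1301 DEGs, and 14 of the matched genes were in both. The share of a list that was marked was placed among 10000 random lists matched on gene length in 20 bins, and not on expression level. The difference between DiS genes and DEGs was placed among 10000 reassignments of the list names, without the genes in both and without regard to gene length, and afterwards among 10000 within the 20 bins of gene length. The median change in covered percent (25 °C minus 16 °C) of 13 lists of known genes and 6 lists of the study was placed among 10000 random lists matched on mean covered percent, and a percentile below 2.5 or above 97.5 was taken as outside the central 95%. Lists of known genes, comparisons, alternatives and the choice of named genes were fixed before the data were examined. Named genes were 18 of those the study names, and genes holding the centre of the 5 tallest regions of each list. Among genes of 1000 bp or more that overlap no other gene, the 10 largest rises and 10 largest falls in covered percent were added. In each list of known genes, the 2 members with the highest mean covered percent and the 2 with the largest change were also named. A further 12 protein families were taken from words in the annotated product names after the region lists had been opened.

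Alternatives left out weak or narrow regions, equalised the number of regions, changed what counts as a marked gene or a shared region, or changed the matching. Further alternatives, chosen after seeing the data, left out 25 °C regions lower than the calling level times the ratio of the nuclear shares of signal, without changing the width of the others, or kept only regions wider than 150 bp. The calculations were tested on simulated data made from the 50167 nuclear regions at 16 °C and the 27444 genes. A simulated width ratio of 1.3 was recovered as 1.3, a simulated overlap of 63.15% as 64.4%, and a list of 200 genes with a raised share lay above all random lists. The simulated ratio was taken only over pairs known to be kept, widened without noise or a calling level. It therefore checks the calculation and not how well all one-to-one pairs estimate a width ratio. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Mitochondrial and chloroplast regions were left out of the comparisons, and the H3 libraries were not analysed here.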

Results

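H3K36me3, a mark of transcribed gene bodies, was mapped in 8 samples, 4 at 16 °C and 4 at 25 °C, with 6 H3 samples beside them. The deposited lists held 50290 regions at 16 °C and 52588 at 25 °C, of which 50167 and 52432 lay on the nuclear chromosomes. Each list pools the replicates of its temperature, so the values below have no spread between replicates.

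Where the mark lay was asked first. H3K36me3 regions were mostly in protein-coding genes, which held 92.4% of the covered sequence at 16 °C and 94.1% at 25 °C, against 54.1% of the genome. Coding sequence held 46.8% of the covered sequence at 16 °C and 48.5% at 25 °C, introns 33.0% and 33.9%, and 5′ UTRs 10.8% and 9.93%. Of the genome, these classes make up 28.3%, 15.2% and 4.91%. Coding sequence was itself covered over 16.6% at 16 °C and 23.0% at 25 °C, less than introns, with 21.8% and 29.9%. The 5′ UTRs were covered over 22.1% and 27.2%. The 3′ UTRs held 1.91% and 1.84%, and make up 5.74% of the genome. Of long noncoding RNA genes, 21.1% overlapped a region at 16 °C and 25.0% at 25 °C, and of pseudogenes 10.5% and 15.3%. These shares also count genes that lie over a protein-coding gene. Outside protein-coding genes, the sequence of all other annotated genes was covered over only 1.78% at 16 °C and 2.31% at 25 °C. Between annotated genes it was 1.62% and 1.56%, so these shares do not show that such genes carry the mark themselves. The 5 tallest regions of each list lay between annotated genes, on chromosomes 2, 3 and 4 at 16 °C and on 3 and 4 at 25 °C. The tallest was at positions 3953080 to 3953490 of chromosome 4 at 16 °C, so no gene was named by height. Their heights were from 84181 to 140765 at 16 °C and from 60617 to 100301 at 25 °C. The 90th percentiles over nuclear regions were only 497 and 584. Whether such extreme heights reflect the mark was not tested.

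Around the gene start, the share of protein-coding genes with a region was lowest just upstream, at 8.05% at 16 °C and 8.92% at 25 °C in the bin from -300 to -200 bp. It was highest between 400 and 500 bp after the start in both lists, at 37.4% (95% interval 36.8 to 37.9) at 16 °C and 42.1% (41.5 to 42.7) at 25 °C. At the gene end the share was low again, with 5.12% of genes covered in the last 100 bp at 16 °C and 5.94% at 25 °C. DiS genes had 70.3% of their number covered between 400 and 500 bp at 16 °C and 80.1% at 25 °C. For DEGs the same bin was covered in 26.3% and 29.2% of genes.

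**Figure D1:**
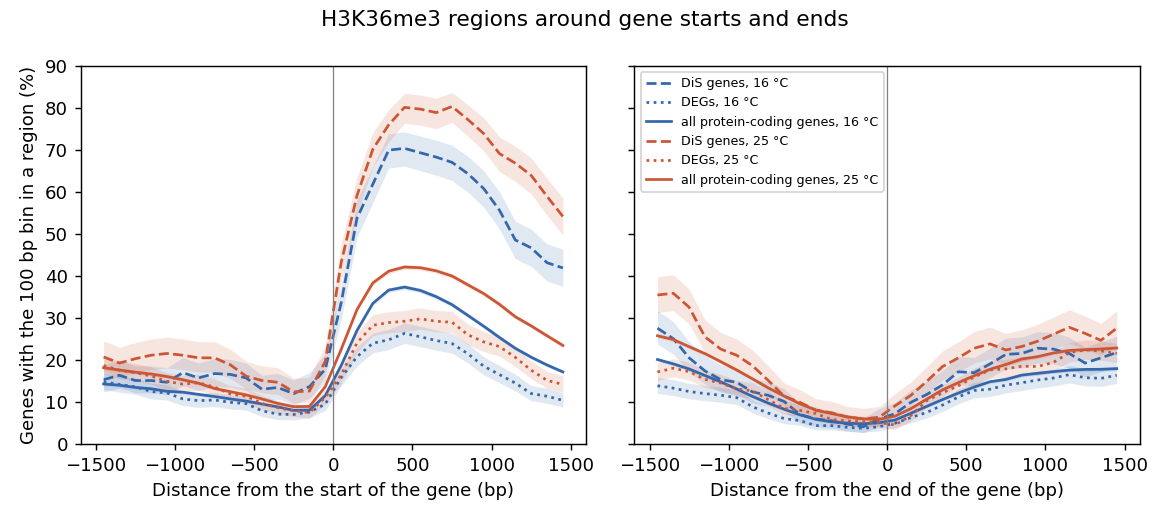
Share of genes (%) with a region in each 100 bp bin against the distance (bp) from the gene start (left) and gene end (right), for all protein-coding genes (solid), DiS genes (dashed) and DEGs (dotted) at 16 °C (blue) and 25 °C (red); bands are Wilson 95% intervals. All protein-coding genes peak between 400 and 500 bp after the start, at 37.4% at 16 °C and 42.1% at 25 °C.

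How the marked gene set differed between the temperatures was asked next. Of the 27444 protein-coding genes, 15360 (56.0%, 95% interval 55.4 to 56.6) were marked at 16 °C and 16333 (59.5%, 58.9 to 60.1) at 25 °C. Both lists marked 13775 genes, 1585 genes were marked at 16 °C only, and 2558 at 25 °C only. The covered percent was higher at 25 °C in 12994 genes and lower in 4710. Its mean over all protein-coding genes was 14.04% at 16 °C and 18.7% at 25 °C. Genes marked in 1 list only held narrow regions, with a median width of 90 bp at 16 °C and 100 bp at 25 °C. When only regions wider than 150 bp were kept, an alternative chosen after seeing the data, 503 genes were marked at 16 °C only and 1810 at 25 °C only. Without 25 °C regions lower than the calling level times the ratio of nuclear shares, also chosen afterwards, these were 1767 and 2127.

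The genes with the largest rise in covered percent included CXE12 on chromosome 3, a carboxylesterase gene with 29.4% of its body covered at 16 °C and 94.5% at 25 °C. DHAR1, for a dehydroascorbate reductase, had 8.43% and 60.8%, and NRPB8A, for a subunit of nuclear RNA polymerases, 9.14% and 63.6%. Genes for ribosomal proteins stood on both sides. AT4G33865, for a ribosomal protein S14 family member, had 24.6% at 16 °C and 81.4% at 25 °C, and AT1G57540 had 9.83% and 65.2%. Among the largest falls, AT2G39390, for a ribosomal L29 family protein, had 59.6% at 16 °C and 17.4% at 25 °C, AT3G05560 had 75.2% and 42.1%, and AT5G22440 had 45.8% and 12.3%. TIM9, for a small mitochondrial import protein on chromosome 3, positions 17138476 to 17139582, had 53.3% of its body covered at 16 °C by 2 regions, and no region at 25 °C. ICK3, for an inhibitor of cyclin-dependent kinases, had 53.1% and 12.8%.

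The study describes broader regions after the temperature change, and widths were compared here from the coordinates. Regions covered 11977030 bp of the nuclear genome at 16 °C and 16000080 bp at 25 °C. The median width was 150 bp in both lists, so its ratio was 1.0, and the difference lay in wide regions, with 1063 regions over 1000 bp at 16 °C and 3051 at 25 °C. The median ratio depends on weak regions and was 1.38 when only the stronger regions by p-value were kept, 25083 at 16 °C and 26216 at 25 °C. In 12832 one-to-one pairs, 7687 were wider at 25 °C and 4589 narrower, which is 62.6% (95% interval 61.8 to 63.5) of those that differed. The median width of the pairs was 160 bp at 16 °C and 230 bp at 25 °C, and the median of their ratios was 1.18 (bootstrap 95% interval 1.167 to 1.197). In the 3417 pairs wider than 300 bp at 16 °C the median ratio was 1.04, and in the 4968 pairs wider than 300 bp at 25 °C it was 1.52, since each selection favours its own list. The organelle part of the signal differed between the lists, with 34.9% of the total signal in the chloroplast region at 16 °C and 26.2% at 25 °C.

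At 16 °C, 64.4% of the nuclear regions were overlapped by a 25 °C region, against 22.6% under random placement. At 25 °C, 51.0% were overlapped by a 16 °C region, against 21.0%. Random placement used whole chromosomes, although most regions lay in protein-coding genes. A shared location in genes may therefore make up part of the excess, which was not tested. Wide regions were nearly all shared, with 100% (1063 of 1063) of the 16 °C regions over 1000 bp and 3048 of 3051 of those at 25 °C overlapped. Of regions of 100 bp or less, 35.03% at 16 °C and 18.6% at 25 °C were overlapped. Random placement also overlapped wide regions more often. It reached 56.2% at 16 °C and 51.3% at 25 °C of regions over 1000 bp. For regions of 100 bp or less it reached 16.3% and 12.7%, so the narrow 25 °C regions were only slightly above it. Under a reciprocal overlap of 50% the shares over all regions were 20.1% and 19.2%.

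**Figure D2:**
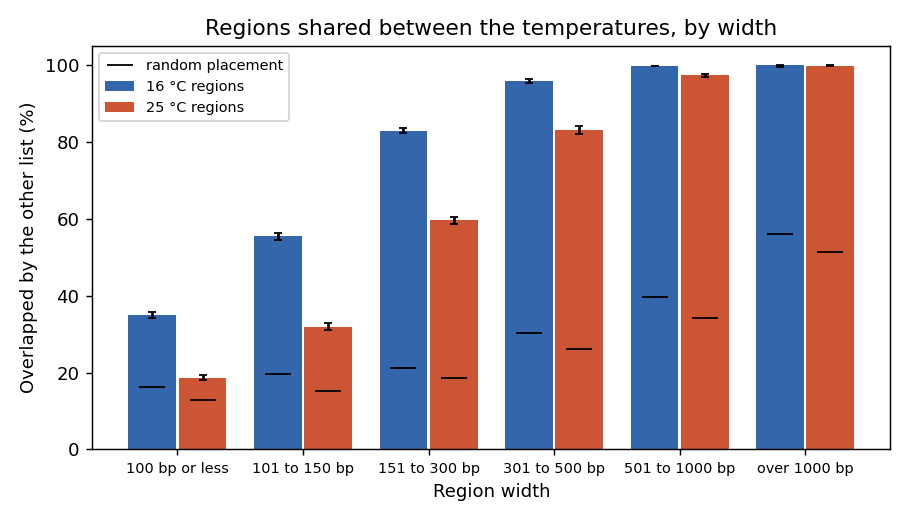
Share (%) of 16 °C regions (blue) and 25 °C regions (red) overlapped by the other list by at least 1 bp, per class of region width (bp), with Wilson 95% intervals as bars and 1 random placement as black lines. Regions of 100 bp or less were overlapped in 35.03% of cases at 16 °C and 18.6% at 25 °C, and those over 1000 bp in 1063 of 1063 and 3048 of 3051.

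Of the genes that the study names, a selection of 18 was looked at one by one. FLM, a MADS-box repressor of flowering on chromosome 1, positions 28955483 to 28960234, had 6 regions at 16 °C, the widest of 380 bp, and 7 at 25 °C, the widest of 470 bp. Of these, 3 at 16 °C and 5 at 25 °C were centred in a 5′ UTR of alternative FLM transcripts, downstream of the first exon. SPL2, for a flowering-promoting transcription factor, had a widest region of 160 bp at 16 °C and 390 bp at 25 °C, and SCL33, for a splicing factor, 900 bp and 1020 bp. At RCA, for rubisco activase, the covered percent was 6.11% at 16 °C and 21.9% at 25 °C, while its widest region was 180 bp and 170 bp. PIN7, for an auxin efflux carrier on chromosome 1, positions 8180189 to 8183650, had no region at 16 °C and 3 at 25 °C, all centred in coding sequence. At VIL2, for a chromatin protein of the vernalization family, the first 1000 bp were covered over 62.1% at 16 °C and 54.0% at 25 °C. The clock gene PRR3 had 1.74% of its body covered at 16 °C and 16.7% at 25 °C, with the wider 25 °C regions in the 5′ UTR, and PRR7 had 31.3% and 26.2%. MAF2 had 34.6% and 28.2%, MAF3 13.2% and 42.6%, and RS40, for a splicing factor, 33.8% and 27.1%. SR34, U2AF65A, U2AF65B, ARF2, SYD, MOS1 and FCA, also named by the study, each had a larger covered percent at 25 °C. Over the 18 genes, 14 had a larger covered percent at 25 °C and 4 a smaller one, against 12994 and 4710 of all protein-coding genes. Their median change, 8.95 percentage points, lay at the 48.05 percentile of lists of like cover, so they did not stand apart.

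**Figure D3:**
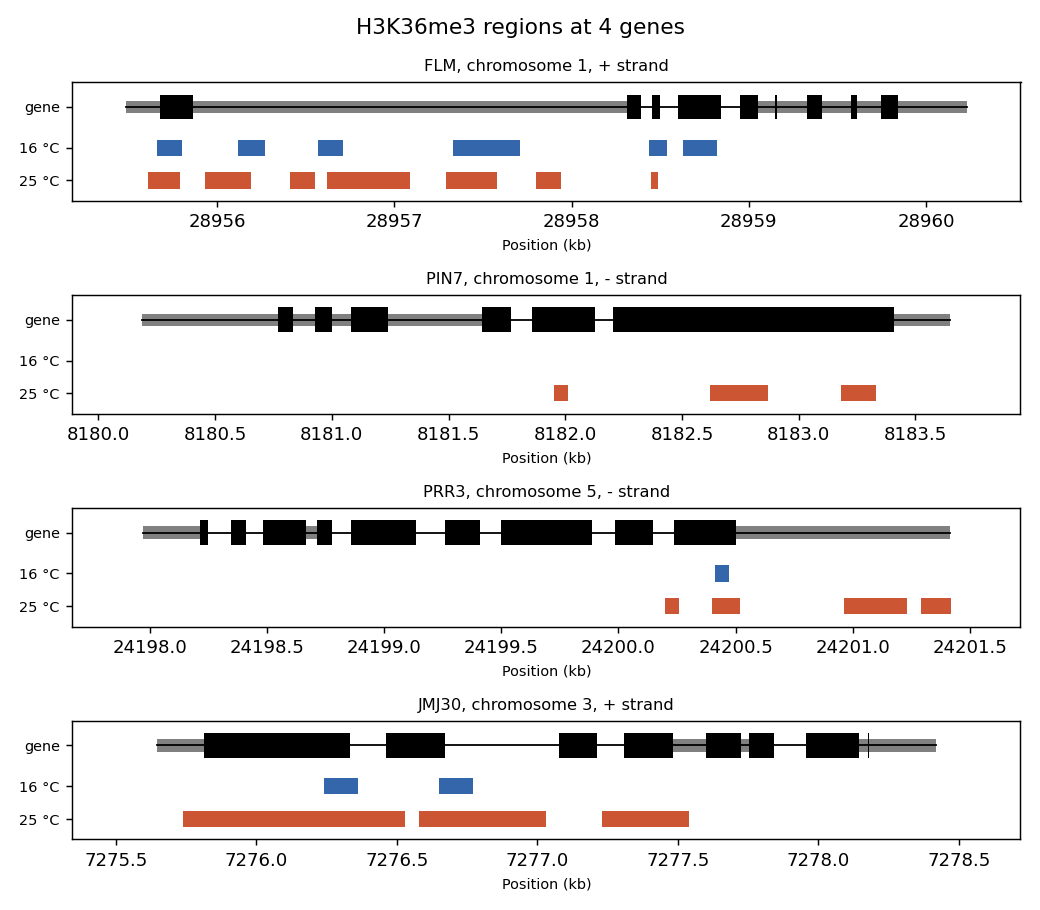
Gene models (black boxes coding sequence, grey exon parts) and H3K36me3 regions at 16 °C (blue) and 25 °C (red) against chromosome position (kb) for FLM, PIN7, PRR3 and JMJ30. PIN7 has no region at 16 °C and 3 at 25 °C, and JMJ30 has 2 and 3.

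The share of marked genes was compared between differentially spliced genes and differentially expressed genes. Of 482 DiS genes, 94.0% (95% interval 91.5 to 95.8) were marked at 16 °C and 96.5% (94.4 to 97.8) at 25 °C. Of 1245 DEGs, 45.1% (42.4 to 47.9) were marked at 16 °C and 50.4% (47.7 to 53.2) at 25 °C. Of the 293 matched DiS genes with an event at day 1, 94.2% were marked at 16 °C and 96.2% at 25 °C. In either list, 97.9% of DiS genes and 57.3% of DEGs were marked. Random lists as long as the DiS genes averaged 76.4% and 79.1%, and none of 10000 reached the DiS share in either list. Random lists for the DEGs averaged 57.5% and 61.2%, and the DEG share lay below all 10000. None of these random lists was matched on expression level, which was not tested for either list. The difference between DiS genes and DEGs was 49.8 percentage points at 16 °C and 46.9 at 25 °C, above every one of 10000 reassignments, whose highest were 10.6 and 10.6. Those reassignments ignore gene length, and the averages of the length-matched lists alone lie further apart than that. With names reassigned only among genes of similar length, an alternative chosen after seeing the data, the differences averaged 23.1 and 22.0 points and the highest were 31.5 and 28.6, so length accounts for part of the difference.

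DEGs higher at 25 °C were marked in 38.6% of cases at 16 °C and 47.6% at 25 °C, and DEGs lower at 25 °C in 50.7% and 52.9%. Their mean change in covered percent was alike, 2.98 percentage points for the higher and 3.07 for the lower DEGs. The median change was 0 in both. DiS genes that the study lists for wild type only, and not for its mutants in H3K36 methyltransferases, were marked in 93.1% and 96.6% of 58 genes, and those found in all genotypes in 93.3% and 93.3% of 15 genes. DiS genes had a median change in covered percent of 9.67 percentage points, at the 99.01 percentile of random lists matched on cover, and 375 of 482 had a larger cover at 25 °C. For DiS genes at day 1, the time of the ChIP-seq, the change was 9.52 points, at the 93.4 percentile and within the central 95%. The percentile of all DiS genes was 95.2 without regions narrower than 100 bp, 92.4 in the first 1000 bp of the gene body and 81.2 when only the stronger regions by p-value were kept.

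Groups of known genes differed widely in the share marked. Among their members, FT, SOC1, LFY, AP1, STK, MRG1, STM, KNAT1, CUC2, CUC3 and the genes for small and large heat shock proteins lie outside the rule for named genes and were chosen after their values were seen. Splicing regulators were marked in 34 of 35 cases at 16 °C and 35 of 35 at 25 °C, above the central 95% of length-matched lists in both. RSZ22A, for an RNA-binding splicing factor, was the most covered of these, with 56.6% of its body at 16 °C and 80.05% at 25 °C, followed by SR45 with 50.6% and 62.4%. PTB2, for a polypyrimidine tract-binding protein, had 40.3% and 64.5%. Circadian clock genes were marked in 22 of 23 cases at 16 °C and 21 of 23 at 25 °C. LNK1 had 24.2% and 51.9% of its body covered, and TOC1, an evening-phase clock component, 37.1% and 17.0%.

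Of the 39 flowering time genes, 27 were marked at 16 °C and 29 at 25 °C. FCA and SYD were the most covered, with 46.4% and 54.0% for FCA and 38.1% and 56.7% for SYD. The floral integrators FT and SOC1 and the meristem identity genes LFY and AP1 had no region in either list. Of the 9 floral homeotic genes, 3 were marked at 16 °C and 0 at 25 °C, and the regions of AG, SEP1 and STK were 120 bp or narrower. Root and seed markers were rarely covered, with 3 of 15 root markers marked at 16 °C and 3 others at 25 °C, and 4 and 3 of 16 seed markers.

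All 9 genes of the H3K36 methylation machinery had a larger covered percent at 25 °C. JMJ30, for a demethylase, on chromosome 3, positions 7275645 to 7278420, had 8.65% of its body covered at 16 °C and 55.8% at 25 °C. SDG25 had 27.8% and 66.1%, the methyltransferase gene SDG8 36.3% and 53.4%, and the reader gene MRG1 25.3% and 49.8%. The median change of this list, 10.02 percentage points, lay at the 66.5 percentile of matched lists, so it did not stand apart from other genes of like cover. Auxin transport and response genes were marked in 12 of 17 cases at 16 °C and 16 of 17 at 25 °C, and 16 had a larger cover at 25 °C. AXR1 had 25.8% and 52.3%, and the auxin receptor genes TIR1 and AFB2 33.6% and 46.3%, and 20.1% and 45.03%. Their median change, 5.38 percentage points, lay at the 68.0 percentile.

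Shoot meristem and leaf polarity genes were marked in 14 of 19 cases at 16 °C and 10 of 19 at 25 °C. The median change in their covered percent was -0.35 percentage points, at the 0.82 percentile of lists of like cover, and 6 genes had a larger and 10 a smaller cover at 25 °C. The homeobox genes STM and KNAT1 had 1 region at 16 °C, of 70 and 80 bp, and none at 25 °C, as had CUC2 and CUC3, with 100 and 70 bp. AS1 had 23.1% of its body covered at 16 °C and 12.01% at 25 °C, REV 47.4% and 38.2%, and CLV2 14.3% and 34.8%. The median change was 0 percentage points without regions narrower than 100 bp, without the lowest regions by height, with equal numbers of the tallest regions and with only the stronger regions by p-value.

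Photosynthesis genes were marked in 17 of 26 cases at 16 °C and 18 of 26 at 25 °C. LHCA3 had 19.4% and 44.8% of its body covered, LHCB6 30.3% and 54.3%, LHCB4.1 48.1% and 68.8%, and PSAF 70.3% and 52.5%. Temperature and heat response genes were marked in 12 of 23 cases at 16 °C and 13 of 23 at 25 °C. The light signalling genes DET1 and COP1 had 53.4% and 56.8%, and 47.5% and 49.4%, and HSFA1A and HSFA1D, for heat shock factors, 33.3% and 53.5%, and 23.4% and 45.6%. The heat shock genes HSP70-4, HSP90.1, HSP18.2 and HSP21 had no region in either list, whereas HSP101 had 14.8% and 28.2% of its body covered. Reference genes were marked in 12 of 13 cases at both temperatures, with TIP41 at 24.4% and 55.4% and UBC9 at 11.7% and 37.6%.

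**Figure D4:**
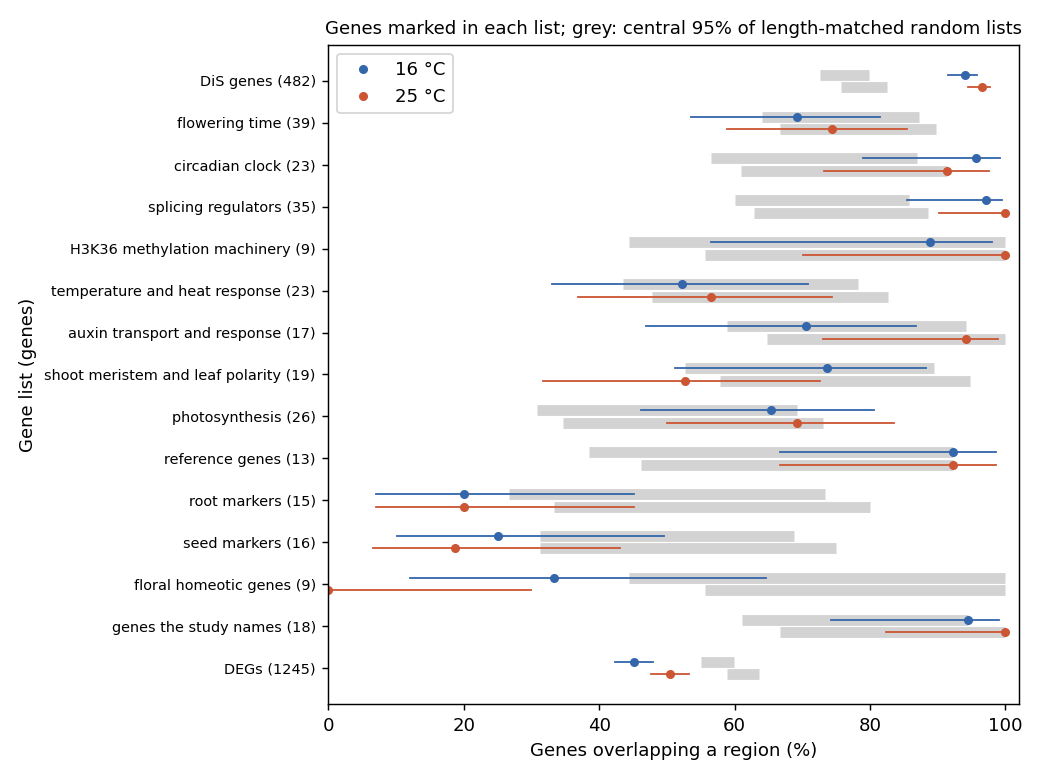
Share (%) of the genes of each list that overlap a region at 16 °C (blue) and 25 °C (red), with Wilson 95% intervals as lines, the central 95% of 10000 length-matched random lists in grey and the number of genes in parentheses. DiS genes lie at 94.0% and 96.5% and DEGs at 45.1% and 50.4%.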

Values the study reported

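In total, the study counted 59,736 genomic regions carrying H3K36me3. It placed the top of the profile near 0.5 kb downstream of the TSS. About 96% of its differentially spliced genes held a marked region, against 65% of its differentially expressed genes. Its list of splicing changes held 683 events in 511 genes. The study's share of differentially expressed genes is higher than the share found here in each deposited list and in either list. Its regions and genes may not be the sets used here, and the reason for the difference was not tested.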

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

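The test of the organelle share, and the bounds it uses, were chosen after the values it rests on had been seen. The chloroplast and mitochondrial regions are outside the gene comparisons, and they held much of the signal. With the total taken as the Poisson mean times the genome length, the chloroplast region held 34.9% of the signal at 16 °C and 26.2% at 25 °C, over 154350 bp in both lists. Mitochondrial regions held 1.98% and 1.78%, over 349620 and 344850 bp. The nuclear share of the signal was thus 63.1% at 16 °C and 72.0% at 25 °C, a ratio of 1.14.

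Wider regions at 25 °C have a candidate explanation in this share, since the same calling level then reaches lower relative to nuclear signal. In one-to-one pairs the median height ratio (25 °C over 16 °C) was 1.099 (bootstrap 95% interval 1.091 to 1.108), between no change and the ratio of 1.14, which decides nothing since only regions past the calling level form pairs. Joining of neighbouring regions is argued against as the whole cause by the median ratio of 1.18 in one-to-one pairs, which leave out joined regions. Joining was also present, with 7638 regions at 25 °C that overlapped more than 1 region at 16 °C, against 4432 the other way. A lower nominal calling level is argued against by a lowest height that differed by -0.0705%. Sequence covered at 16 °C only came to 3788390 bp, which a uniform shift without noise would not leave, but the noise between the pools is unknown. The organelle share, a temperature effect on the mark and other differences between the pools cannot be told apart. Each temperature is 1 pooled list, and the effect was not tested. The 25 °C pool is also in doubt, since the label of its replicate A names the H3 antibody.

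Genes marked in 1 list only were looked at in the same way. Regions in these genes had a median height percentile within their list of 26.0 at 16 °C and 27.3 at 25 °C, against 53.9 and 55.1 in genes marked in both, which falls between the bounds set for weak regions as the cause and cannot be told apart from a mixed origin by height alone.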

How the results depend on the processing

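The values without 25 °C regions lower than the calling level times the ratio of nuclear shares, with only regions wider than 150 bp, and with list names reassigned within bins of gene length, came from alternatives chosen after the data had been seen. No paired analysis was possible because the replicate letters shared by the labels lead to lists in which the authors pooled the replicates. For the same reason leaving out each replicate in turn was not possible.

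DiS genes, DEGs and the early gene body kept their place. The share of DiS genes marked lay above all random lists in 12 of 12 alternatives at each temperature, between 81.1% and 94.2% at 16 °C and between 88.6% and 96.5% at 25 °C. The share of DEGs lay below all of them in 13 of 13, between 28.2% and 50.7% at 16 °C and between 32.4% and 52.9% at 25 °C. The difference between the lists lay between 49.8 and 54.8 points at 16 °C and between 46.9 and 58.2 at 25 °C. Reassignments of the list names that ignore gene length would be passed by length alone, so only the length-matched reassignment, which both differences exceeded, bears on it. The bin covered in the largest share of genes began 400 bp after the start in each alternative that left out regions. It was not computed for regions merged within 100 bp. Of 157 main values under an alternative, 66 stayed within the bounds set for them, 91 moved beyond and 0 reversed. Only the shares of DiS genes and DEGs, their difference and the share of wider pairs could count as reversed. Other shares, counts, the peak bin and the median width ratio could not, so the absence of reversals says nothing about them. The 66 include values under alternatives that change only the random lists or reassignments, which cannot move. Nor can 16 °C gene values move where only 25 °C regions were left out, and these also count among the alternatives above.

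Moved values follow, with 16 °C before 25 °C. Without the lowest regions by height, 1 in 4 of each list, the values were 50.6% and 53.8% of protein-coding genes marked, 38.3% and 43.2% of DEGs, a difference between DiS genes and DEGs of 54.6 and 52.8 points, 70.2% and 56.7% of regions overlapped, a median width ratio of 1.17, 65.1% of pairs wider at 25 °C and 1 gene list outside the central 95%. With equal numbers of the tallest regions the values were 50.6% and 53.0% of protein-coding genes marked, 38.3% and 41.8% of DEGs, a difference between DiS genes and DEGs of 54.6 and 54.0 points, 69.7% and 58.4% of regions overlapped, a median width ratio of 1.22 and 65.6% of pairs wider at 25 °C. Without regions narrower than 100 bp the values were 49.9% and 53.5% of protein-coding genes marked, 37.7% and 42.8% of DEGs, a difference between DiS genes and DEGs of 54.8 and 53.2 points, 72.9% and 57.2% of regions overlapped, a median width ratio of 1.11, 65.3% of pairs wider at 25 °C and 0 gene lists outside the central 95%. With only the 25083 and 26216 regions of strongest p-value the values were 43.5% and 46.8% of protein-coding genes marked, 84.0% and 88.6% of DiS genes, 30.8% and 33.6% of DEGs, a difference between DiS genes and DEGs of 54.0 and 56.1 points, 75.2% and 62.7% of regions overlapped, 956 genes marked at 16 °C only, a median width ratio of 1.38, 67.8% of pairs wider at 25 °C and 0 gene lists outside the central 95%. With only regions wider than 150 bp the values were 41.4% and 46.1% of protein-coding genes marked, 81.5% and 89.4% of DiS genes, 28.2% and 32.4% of DEGs, a difference between DiS genes and DEGs of 54.1 and 58.2 points, 83.0% and 64.3% of regions overlapped, 503 genes marked at 16 °C only, a median width ratio of 1.23, 69.0% of pairs wider at 25 °C and 1 gene list outside the central 95%. Without 25 °C regions lower than the calling level times the ratio of nuclear shares the values were 57.3% of protein-coding genes marked at 25 °C, 63.5% and 54.6% of regions overlapped, a median width ratio of 1.07 and 63.9% of pairs wider at 25 °C.

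With at least 10% of the gene body needed the values were 42.7% and 47.6% of protein-coding genes marked, 81.1% and 88.8% of DiS genes, 29.1% and 33.9% of DEGs, a difference between DiS genes and DEGs of 56.0 points at 25 °C and 552 genes marked at 16 °C only. Among genes that overlap no other gene the values were 50.9% and 54.1% of protein-coding genes marked, 40.8% and 45.8% of DEGs and a difference between DiS genes and DEGs of 53.9 and 51.0 points. With the region centre needed in the gene body the values were 54.8% and 58.5% of protein-coding genes marked. With 50% of the region needed the values were 53.3% and 34.1% of regions overlapped. With a reciprocal overlap of 50% the values were 20.1% and 19.2% of regions overlapped. With regions of a list merged within 100 bp the values were 62.2% and 49.8% of regions overlapped. With only DEGs higher at 25 °C the values were 38.6% and 47.6% of DEGs. With only DEGs lower at 25 °C the values were 50.7% of DEGs at 16 °C. With cover counted in the first 1000 bp of the gene body the values were 0 gene lists outside the central 95%. Stricter rules left fewer regions or genes to count, which by construction lowers shares of marked genes. Leaving out low 25 °C regions narrows no other region, so it tests no width. For the changes in overlap, width ratio and wider pairs, the cause was not tested.

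The shift of the shoot meristem genes to less cover at 25 °C held only without the 25 °C regions below the raised level, with a median change of -0.60 points, and was 0 in the other alternatives run on it. The median change of DiS genes left the upper tail at the 95.2 percentile without regions narrower than 100 bp, at 81.2 with the regions of strongest p-value and at 92.4 in the first 1000 bp. DiS genes at day 1, at the 93.4 percentile with all regions, entered it, at 98.3, with equal numbers of the tallest regions. Read depth per sample is unknown, so a gene with no region was not detected as marked, which is not absence of the mark.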

Other observations

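The protein families and the classes of exon number were chosen after the region lists had been opened. Families differed in how often they were marked. Their matched lists take account of gene length and not of expression level, which was not tested. Ribosomal protein genes were marked in 86.8% of 106 cases at 16 °C and 87.7% at 25 °C, against 42.8% and 47.2% in length-matched lists, although their median length was only 1467.5 bp. Pentatricopeptide repeat genes, which act in organelle RNA processing and had a median of 1 exon, were marked in 85.1% and 89.0% of 282 cases, against 64.0% and 67.8%. Proteasome subunit genes were marked in 94.4% of 36 cases at both temperatures, against 67.7% and 71.1%, and RNA helicase genes in 83.8% of 68 at both, against 74.5% and 76.9%. Cytochrome P450 genes lay far below their matched lists, with 23.9% and 33.5% of 218 genes against 63.3% and 67.4%. WRKY transcription factor genes were marked in 29.2% and 36.1% of 72 cases, against 58.2% and 62.1%. UDP-glycosyltransferase genes were marked in 34.9% and 45.3% of 86, against 61.0% and 65.1%, and F-box genes in 25.5% and 34.97% of 652, against 41.4% and 45.5%. SAUR-like genes, a family of short auxin-responsive genes, were marked in 5.13% of 78 cases at 16 °C and 17.9% at 25 °C, against 19.9% and 23.1%. Disease resistance genes were marked in 53.1% and 67.3% of 49 cases, against 76.8% and 78.9% in length-matched lists. Defensin-like genes were marked in 3.85% and 11.5% of 26, against 18.5% and 21.0%, and MADS-box genes in 24.2% and 20.8% of 120, against 45.1% and 48.7%. At 25 °C the shares of RNA helicase genes (percentile 94.4), SAUR-like genes (13.02), disease resistance genes (3.05) and defensin-like genes (9.48) lay within the central 95% of matched lists, with disease resistance genes at its lower edge, 67.3%. At 16 °C the RNA helicase share equalled the upper edge, 83.8%.

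The share marked went up with the number of exons. Genes of 1 exon were marked in 28.4% of 5199 cases at 16 °C and those of 12 or more in 88.3% of 3023. In a narrower range of gene length, the share at 16 °C was 51.5% for 1203 genes of 1 exon (median length 1850 bp), 53.4% for 2814 genes of 3 or 4 exons (1902.5 bp) and 77.5% for 725 genes of 8 to 11 exons (2263 bp).

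DiS genes were marked more often than other genes, and the tests of gene length and exon number were planned. Their share lay at percentile 100 of the random lists matched on length, and at percentile 100 of those matched on length and exon number, in both lists, so gene length and exon number are argued against as the whole cause. Expression level was not tested here and stays open, as DiS events can be called only in genes with enough reads.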
